# Experimental determination of evolutionary barriers to horizontal gene transfer

**DOI:** 10.1186/s12866-020-01983-5

**Published:** 2020-10-28

**Authors:** Hande Acar Kirit, Mato Lagator, Jonathan P. Bollback

**Keywords:** Horizontal gene transfer, Evolutionary barriers, Gene length, Dosage sensitivity, Distribution of fitness effects

## Abstract

**Background:**

Horizontal gene transfer, the acquisition of genes across species boundaries, is a major source of novel phenotypes that enables microbes to rapidly adapt to new environments. How the transferred gene alters the growth – fitness – of the new host affects the success of the horizontal gene transfer event and how rapidly the gene spreads in the population. Several selective barriers – factors that impact the fitness effect of the transferred gene – have been suggested to impede the likelihood of horizontal transmission, however experimental evidence is scarce. The objective of this study was to determine the fitness effects of orthologous genes transferred from *Salmonella enterica* serovar Typhimurium to *Escherichia coli* to identify the selective barriers using highly precise experimental measurements.

**Results:**

We found that most gene transfers result in strong fitness costs. Previously identified evolutionary barriers — gene function and the number of protein-protein interactions — did not predict the fitness effects of transferred genes. In contrast, dosage sensitivity, gene length, and the intrinsic protein disorder significantly impact the likelihood of a successful horizontal transfer.

**Conclusion:**

While computational approaches have been successful in describing long-term barriers to horizontal gene transfer, our experimental results identified previously underappreciated barriers that determine the fitness effects of newly transferred genes, and hence their short-term eco-evolutionary dynamics.

## Background

Horizontal gene transfer (HGT) is the lateral transfer of genetic material between different individuals and species, and a major driver of evolution in all domains of microbial life [1–3]. HGT has contributed to a stunning array of phenotypic diversity that we observe in nature. As a source of phenotypic novelty, HGT differs from de novo mutations as new adaptive phenotypes can appear faster and sweep through the populations more rapidly, as demonstrated by the mannanase gene of the coffee berry borer beetle, *Hypothenemus hampei*, which was acquired from bacteria and enabled the beetle to digest the complex sugars in coffee beans, thus turning the beetle into an industrially relevant pest [4]. Similarly, the horizontal acquisition of vancomycin resistance by *Staphylococcus aureus* [5] and virulence factors by *Escherichia coli* O104:H4 in the 2011 European outbreak [6] are serious public health concerns. Despite the importance of HGT, we still have a limited understanding of the factors that determine the outcome of HGT events.

The success, or failure, of an HGT event is largely determined by the effect of the transferred gene on the fitness (differential growth compared to the wild-type not carrying a transferred gene) of the recipient species. Deleterious genes will be purged by selection, beneficial genes may be fixed, and the fate of neutral genes will be determined by stochastic forces, such as genetic drift [7, 8]. Thus, the fate of transferred genes depends on the distribution of their fitness effects (DFE). To date, we have little knowledge of the DFE for newly transferred genes, or of the factors that determine those fitness effects, especially following expression in the recipient cell.

Motivated by computational analyses, several non-mutually exclusive factors, or ‘selective barriers’, have been hypothesized to affect the DFE of horizontally transferred genes: the functional category of the transferred genes [9, 10], the number of protein-protein interactions (PPI) [10, 11], and the divergence between the donor and the recipient cell that is inferred as a difference in their GC content or the codon usage bias [12–14]. While computational approaches produced valuable insights into HGT, there are important barriers only assessable through experimental analyses. Notably, the suggestion that gene dosage, or dosage sensitivity, might play a role in HGT came from experimental insights and cannot be addressed with sequence data alone [15, 16].

Here we conduct a systematic experimental test of the barriers to HGT by transferring and expressing orthologs from *Salmonella enterica* serovar Typhimurium to *Escherichia coli*, and measuring their fitness effects. Specifically, we asked: What is the DFE of newly transferred genes? What selective barriers affect the likelihood of a newly transferred gene’s spread in a population?

## Results

We mimicked HGT by transferring genes from *S.* Typhimurium to an *E. coli* recipient to determine the DFE and test whether selective barriers — functional category, number of PPI, GC content, codon usage, and dosage sensitivity — affect the likelihood of transfer. We chose these species as they share the same environment – mammalian gut – which increases the potential of HGT between them. *S.* Typhimurium and *E. coli* are also close relatives [17]. HGT can result in a transfer of a new gene or an ortholog. By focusing on two closely related species, we ensured that all transferred *S.* Typhimurium genes had an existing ortholog in the *E.coli* genome. This also means that most of the native PPIs of the transferred orthologs are likely to be preserved. We transferred a total of 44 genes, placed them under the control of the same promoter, induced their expression, and measured their fitness effects with competition assays (Fig. 1). We specifically aimed to express the transferred genes in order to allow a more precise measurement of their effects on fitness. Furthermore, we expressed all the genes at the same expression level, to assess the intrinsic fitness costs associated with each gene, rather than the potential impact of their regulatory context. RNA-seq analysis showed that the transferred genes were expressed in the top 0.5% of all genes (see Methods section – RNA-seq: Data Processing). 

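The RNA-seq libraries were made from recipient *E. coli* MG1655 that carried an expression control, the gene of the red fluorescent protein mCherry, in place of a transferred gene on the pZS*-HGT plasmid under the P_LtetO-1 promoter. Both versions of the recipient were sequenced, the CFP strain and the Venus (YFP) strain, which differ in the fluorescent marker gene on the chromosome. There were 2 libraries of each strain, 4 in all, whereas the paper gives 3 biological replicates and does not name them, so all 4 libraries were used and each one's value is given. Expression was induced with 5 ng/mL anhydrotetracycline for 1 h and growth was stopped at an OD600 of 0.12. The paper gives 20 mL of culture per sample, and the sample labels give 16 mL combined from wells. Ribosomal RNA was depleted and single-end reads were sequenced. The authors kept reads with an average quality of at least 34, mapped them with Bowtie2 within RSEM to a genome that included the inserted cassettes, normalized the expected counts between samples with DESeq, and deposited the result as TPM, transcript levels that correct for gene length and sum to 1000000 over the 4504 listed genes and cassettes in every library. Because of that sum, a factor applied to a whole library, such as a size factor, leaves no trace in the TPM. The table also lists each gene's effective length. The product of TPM and effective length was a whole multiple of a single step for 100% of the non-zero values in every library. A tolerance of 0.05 was allowed on a whole number. The multiple gives the number of reads behind each value. These reads summed to 8972958 and 9595825 in CFP strain replicates 1 and 2, and to 9204233 and 9285089 in Venus strain replicates 1 and 2. The choices that could change the numbers are the libraries averaged, the genes ranked and the TPM threshold for an expressed gene.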

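The mean TPM of mCherry over the 4 libraries ranked 74 of the 4504 listed genes and cassettes, which places it 1.64% from the top. Within the libraries it ranked 34 in CFP strain replicate 1, 85 in CFP strain replicate 2, 84 in Venus strain replicate 1 and 83 in Venus strain replicate 2. These ranks correspond to 0.755%, 1.89%, 1.87% and 1.84% from the top, with an SD of 0.555 percentage points (n = 4). The gene at rank 22, the last within the top 0.5%, had a mean of 6734 TPM. The 5 genes of highest mean TPM were ssrA, the transfer-messenger RNA, with 92856 ± 13621 TPM (SD, n = 4), cspA with 43380 ± 33134 TPM, of which CFP strain replicate 1 had 93044 TPM and the others at most 28416 TPM, rnpB, the RNA of ribonuclease P, with 32845 ± 1568 TPM, lpp with 16563 ± 5417 TPM and rpmJ with 13533 ± 1575 TPM. The level of rpmJ came from 5718 to 7412 reads per library over an effective length of 28, so its place depends on that short length. The rank of mCherry moved most when only the 2826 genes with a mean of at least 10 TPM were ranked, to 2.62% from the top. Leaving out each library in turn gave 1.55% to 1.87%. From the rank of mCherry, the paper states that the transferred genes were highly expressed.

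**Figure D1:**
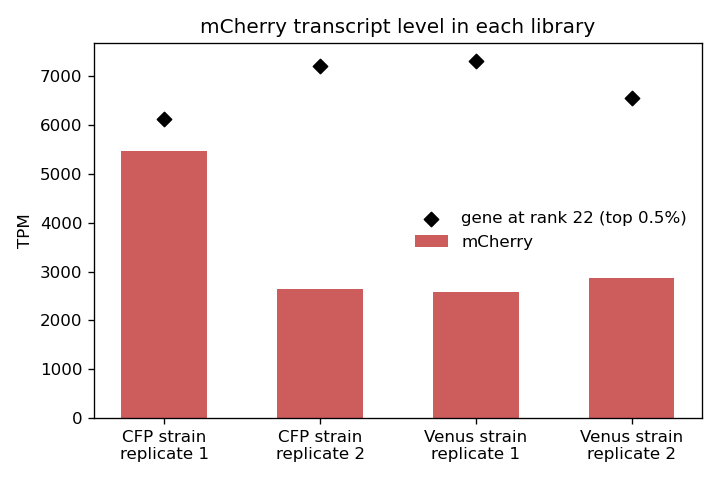
TPM of mCherry (bars) in each of the 4 libraries, with the TPM of the gene at rank 22 of 4504 in the same library (diamonds), the last gene within the top 0.5%. The bars reach 5464 TPM in CFP strain replicate 1 and between 2574 and 2879 TPM in the other libraries, and every bar lies below its diamond, which sits between 6118 and 7320 TPM.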

We also verified the expression of a subset of transferred genes at the level of translation (Sup. Figure 1). The recipient, *E. coli,* was chromosomally labeled at the p21 phage attachment site with two different fluorescent markers: CFP-labeled ‘mutant’ strain carried the plasmid containing one of the introduced genes (Sup. Figure 2); and YFP-labeled ‘wild-type’ strain carried the same plasmid only without the introduced gene. We confirmed that the chromosomal insertion of these two different fluorescent markers have similar effects on the fitness of the recipient (for details see Methods section – Accounting for the fitness effects of fluorescent markers). Two strains were mixed at equal frequencies and grown together with samples taken at regular intervals during the exponential phase (*t* = 0, 40, 80, and 120 min), and the change in frequencies of the two strains were measured by flow cytometry to determine fitness. Note that this means that the measure of fitness used in this study is relative to the wild-type. The fitness effects, or the selection coefficients (*s*), of transferred genes were estimated using the formula *ln* (1 + *s*) = (*ln*R_t_ – *ln*R_0_)/t, where R is the ratio of mutant to wild type, and t is the number of generations [18]. By performing 32 replicates for each transferred gene, we estimated the fitness effects of transferred genes with a previously not achievable degree of precision, ∆*s* ≈ 0.005 (Sup. Figure 3.). We opted to have such unprecedented precision in our estimates of ∆*s*, at the cost of including more genes in the study, in order to obtain a more accurate distribution of fitness effects of horizontally transferred genes.

**Fig. 1:**
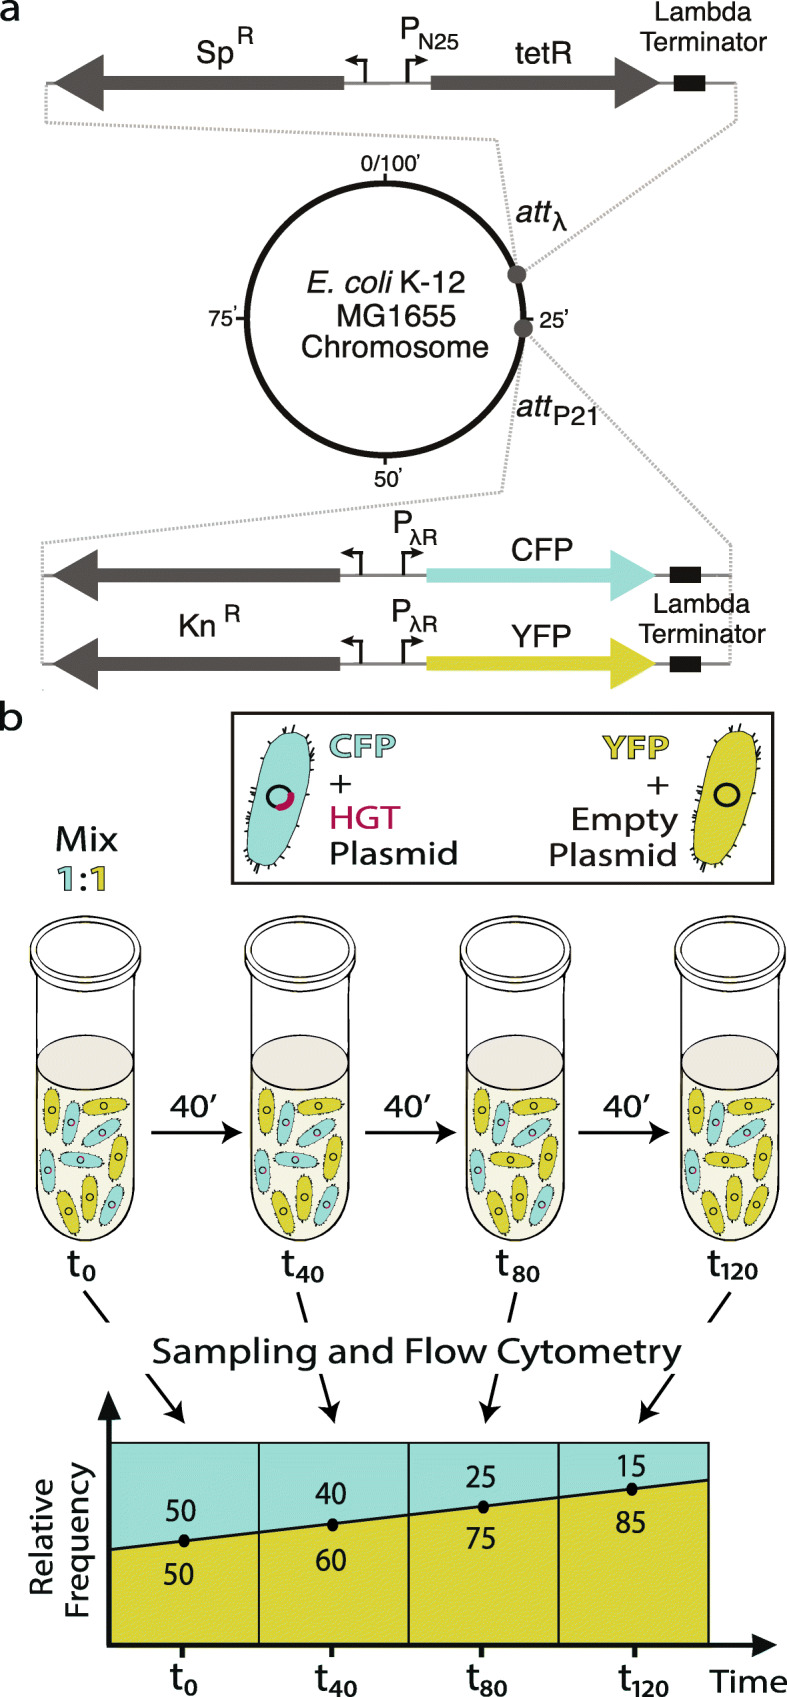
Schematic representation of the experimental design. **a**. Chromosomal modifications in the recipient strain, *E. coli* MG1655 att-λ::(tetR-Sp^R^) att-p21::(CFP/YFP-Kn^R^), for the transferred genes. Att-λ and att-p21correspond to the attachment sites of the phage λ and p21, respectively. TetR is the repressor protein controlling the expression of the transferred genes. Sp^R^ and Kn^R^ are the resistance genes for spectinomycin and kanamycin, respectively. P_N25_ and P_λR_ are the constitutive promoters. See Methods section for details. **b**. Depiction of the competition assay. Blue cells with CFP represent the ‘mutant’ strain that carries the pZS*-HGT plasmid containing the introduced gene, whereas yellow cells with YFP represent the ‘wild type’ strain that carries the empty pZS*-HGT plasmid without the introduced gene. The plot illustrates an example where the fitness effect of the gene is deleterious, resulting in a decrease in the frequency of blue cells over time. Numbers inside the segments represents the frequency of the type of the cell with same color

### Distribution of fitness effects

Majority of *S.* Typhimurium genes transferred into *E. coli* had a negative effect on fitness with a median fitness effect *s* = **−** 0.020 and a range of **–** 0.606 to 0.009 (Fig. 2). Out of 44 transferred genes, 3 were beneficial, 5 were neutral (fitness not significantly different from zero), 25 were moderately deleterious, and 11 were highly deleterious (*s* < **−** 0.1, Sup. Table 1). The shape of the DFE in our experiment was similar to DFEs observed in other biological systems, such as mutations in bacterial promoters [19, 20], viral sequences [21], transcription factors [22], and random transposon insertions [18]. The effect of the deleterious transferred genes is well described by a log-normal distribution (*μ* = **−** 3.562 and *σ* = 1.693), as previously observed for DMEs of mutations [23].

**Fig. 2:**
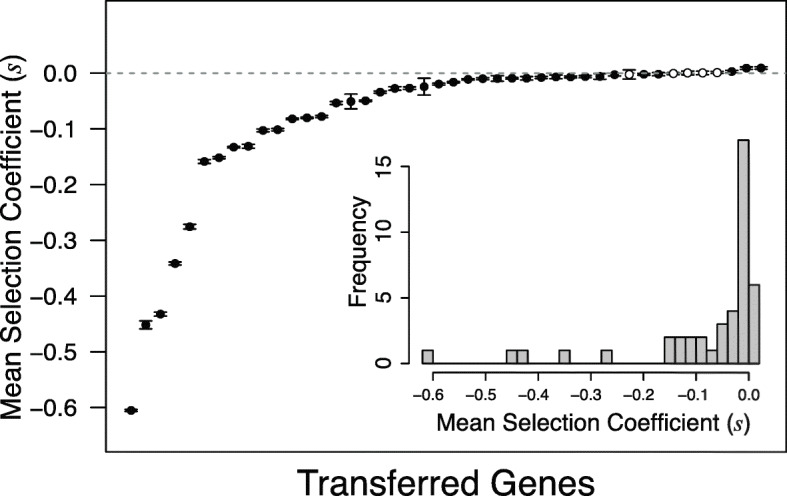
DFE of 44 newly transferred *S. Typhimurium* orthologs expressed in *E. coli*. On the x-axis, genes are sorted by their fitness effects (*s*). Error bars indicate the 95% CI of the selection coefficients from 32 replicate measurements for each gene. Empty circles represent the 5 genes with effects not significantly different from zero. Embedded plot gives the histogram representation of the same data

### Evaluating potential barriers to HGT

The 44 genes chosen for experimental transfer differ with respect to several factors hypothesized to act as barriers to HGT. We asked whether these selective barriers predicted the fitness effects of the transferred genes. In particular, we looked at the effect of functional category, number of PPIs, gene length, and deviation in the GC content and codon usage between the transferred *S.* Typhimurium genes and their orthologs in *E. coli* (Sup. Table 2). We tested for these factors in a multiple linear regression model framework (*F*_*5,37*_ = 2.24, Sup. Table 3, for details see Methods section – Statistical analyses). Surprisingly, we found a significant effect only for the gene length.

#### Functional gene category

The ‘functional category hypothesis’ proposes that informational genes (those involved in DNA replication and repair, transcription, and translation) are less amenable to transfer than operational genes (those involved in processes like metabolism and biosynthesis) [9, 10, 24]. To test this hypothesis, we grouped genes by Gene Ontology and MultiFun annotations [25], classifying 24 genes as informational genes and 19 as operational (Sup. Table 2). No significant difference was observed between the two categories in either mean fitness effects (Fig. 3a, Wilcoxon rank sum test: median ***s***_***Info***_ = − 0.026, median ***s***_***Oper***_ = − 0.010, *W* = 181, *p* = 0.130; multiple regression model: *p* = 0.354) or in the variance in fitness effects (Levene’s test: $$ {\sigma}_{Info}^2 $$ = 0.026, $$ {\sigma}_{Oper}^2 $$ = 0.010, *F*_*1,41*_ = 1.164, *p* = 0.287). Interestingly, 4 of the 5 most deleterious genes (*s* < − 0.25, $$ \overline{s} $$ = − 0.422) were informational. Moreover, dividing the genes further into functional categories using the COG database did not show any significant difference between these categories in their mean fitness effects (*F*_*3,39*_ = 1.043, *p* = 0.384, Additional Data File 1).

**Fig. 3:**
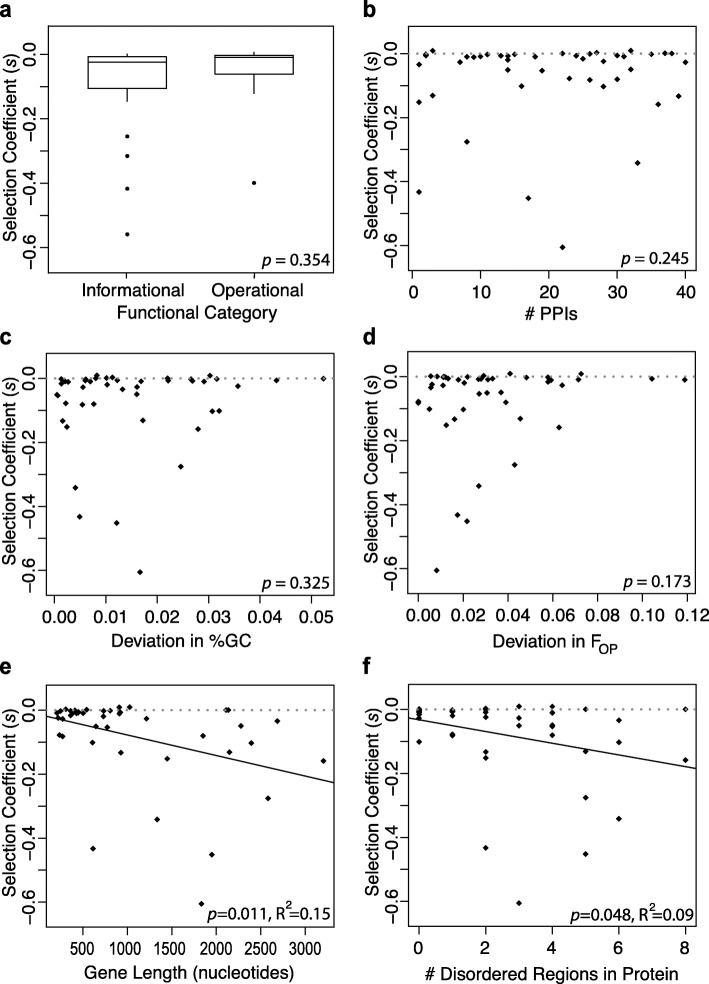
Analyses of the selective barriers on HGT. The mean selective effects of 44 transferred S. Typhimurium genes expressed in *E. coli* background: **a.** divided into informational and operational genes based on functional categories; **b.** plotted against predicted number of PPIs; **c.** absolute deviation in %GC between orthologs; **d.** absolute deviation in codon usage between orthologs; **e.** gene length; **f.** number of disordered regions in the amino-acid sequences. All 5 factors given in **a.** to **e.** are used as explanatory variables in a multiple regression model (single *p*-values at the bottom right of each panel)**. e.** We repeated the simple linear regression for the gene length as it was the only factor with a significant effect in the multiple regression. Black lines in **e** and **f** show the best fit for the simple linear regression between the two variables; gray dashed lines show the zero line

#### Protein-protein interactions

The ‘complexity hypothesis’ [11] proposes that newly acquired proteins may form spurious interactions with the proteins already present in the recipient cell because of the epistatic incompatibilities accrued during divergence. In other words, an increase in the number of PPIs may decrease the likelihood of successful HGT. We asked whether the number of PPIs affected the fitness effects of transferred genes. We selected 44 genes that represent a range of PPI levels from 1 to 40, covering 83% of the range of *E. coli* genes given in the database of Hu et al. [26] (see Methods section — Selection of genes). We determined whether potential interacting partners are expressed in the recipient cell under our experimental conditions and adjusted the predicted PPI levels to exclude unexpressed genes (see Methods section — RNA-seq). In contrast to the predictions of the complexity hypothesis, we found that the number of PPI were uncorrelated with observed fitness effects (Fig. 3b, multiple regression model, *p* = 0.245).

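In the 4 RNA-seq libraries, 2826 of the 4504 listed genes and cassettes had a mean of at least 10 TPM, the threshold at which the paper counts an interaction partner as expressed, and 2555 reached 10 TPM in every library. Leaving out each library in turn gave between 2694 and 2872 genes. The number fell to 1492 genes at a threshold of 50 TPM and to 942 genes at 100 TPM, the other thresholds that the paper lists. Over the 44 transferred genes, the paper's own partner counts sum to 890 interactions before the adjustment. They sum to 870 with partners of at least 10 TPM, 799 with partners of at least 50 TPM and 715 with partners of at least 100 TPM. The partner counts printed in Sup. Table 2 as the data of the multiple regression equal the paper's counts at 50 TPM for all 44 genes, and its counts at 10 TPM for 12 of them. The paper's median number of partners per gene is 21 before the adjustment, 20.5 at 10 TPM, 18.5 at 50 TPM and 15 at 100 TPM.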

#### GC content and codon usage

Differences in GC content [27] and codon usage [28] between a donor and a recipient have been proposed as barriers to horizontal acquisition of genes. Horizontally transferred genes with low GC content may avoid deleterious consequences through H-NS mediated gene silencing in gram-negative bacteria [27]. On the other hand, a fitness cost can arise because of non-optimal codon usage of transferred genes, leading to high rates of translation error, creating toxic side products in the recipient cell [13], or leading to ribosomal sequestration that slows down the overall growth of the recipient cell [12, 29–31].

To test the effects of GC content and codon usage, F_OP_ [32], we calculated the absolute deviations between our 44 *S*. Typhimurium genes and their *E. coli* orthologs. We examined the effects of the absolute deviation in GC content and codon usage bias separately, while also accounting for the potential correlation between them (simple linear regression, *F*_*1,42*_ = 0.008, *p* = 0.93). In terms of the absolute deviation in GC content, the 44 gene pairs cover a range of 0.1 to 5.2%, which spans the range of 94% of all the ortholog pairs between *S*. Typhimurium and *E. coli*. We found that the absolute deviation in GC content between the transferred *S*. Typhimurium genes and their *E. coli* orthologs did not correlate with the observed fitness effects (Fig. 3c, multiple regression model, *p* = 0.325). Considering higher average GC content of *S*. Typhimurium, we also looked at the effect of the actual GC content (rather than the deviation), which has been previously shown to affect the likelihood of HGT [33]. We did not observe a correlation between the GC content and fitness effects of genes (simple linear regression, *F*_*1,42*_ = 0.429, *p* = 0.52). With respect to absolute deviation in codon usage bias, the 44 gene pairs cover a range of 0 to 12%, spanning the range of 99% of all the ortholog pairs between the donor and recipient. The factor of absolute deviation in codon usage bias was not a significant predictor of the observed fitness effects either (Fig. 3d, multiple regression model: *p* = 0.173).

#### Gene length and intrinsic protein disorder

We identified a significant negative relationship between gene length and the fitness effects of transferred genes (Fig. 3e, multiple regression model: *p* = 0.016, simple linear regression: R^2^ = 0.15, *p* = 0.011). The observed effect is unlikely to arise from the costs of DNA replication and protein synthesis, as these costs are negligible for the small differences in length investigated here, with any effect likely to be below the experimental limit of detection [14, 34].

One explanation is intrinsically disordered protein regions — regions of proteins that lack a fixed tertiary structure and are inherently unstable or flexible — which are correlated with gene length (simple linear regression, *p* < 0.001, R^2^ = 0.67, Sup. Figure 4). While little is understood about disordered regions of proteins, such regions potentially give rise to promiscuous molecular interactions, misfolding, and aggregation [35]. We identified the number of disordered regions within the protein sequences of the 44 transferred genes using Globplot (see Methods section for details, Sup. Table 2), [36], and found that the *S.* Typhimurium orthologs with more disordered regions in their protein sequences have significantly higher fitness costs (Fig. 3f, simple linear regression, *p* = 0.048, R^2^ = 0.090).

#### Dosage sensitivity

Gene dosage effect, or the sensitivity to the change in the concentration of a gene product, is another potential barrier to HGT. Transfer events can result in additional copies of the gene within the recipient cell, potentially yielding a change in the protein concentration and lowering fitness by inducing an imbalance in the stoichiometry of the cell [15, 37, 38]. Sorek et al. [16] showed that, at least for some genes, an increase in dosage results in toxicity. Accordingly, we asked whether dosage sensitivity contributes to the observed fitness effects of transferred genes. Dosage sensitivity has classically been studied by modulating the number of gene copies, and hence the level of expression, then measuring the effects on the desired phenotype [39]. To test whether dosage sensitivity acts as a barrier to HGT*,* we measured the fitness effects of transferring additional copies of the native *E. coli* orthologs of the 44 genes into *E. coli* background using the same experimental setup (Sup. Figure 5). Using this design, any observed changes in fitness must arise from an imbalance in cellular protein levels, i.e., dosage sensitivity — rather than the effects of divergent function, number of interacting proteins, or codon usage — as the transferred genes were exact copies of existing genes.

We compared the fitness of each *E. coli* gene (grey bars, Fig. 4) with that of their orthologous *S.* Typhimurium gene that showed significant deleterious effects (*n* = 36, white bars, Fig. 4). If the *E. coli* copy was equal to or more deleterious than the *S*. Typhimurium copy, we attributed dosage sensitivity as the dominant factor determining the fitness effects of the transferred gene. Alternatively, if the *S*. Typhimurium copy is more deleterious, then factors other than dosage sensitivity drive the fitness effects of the gene. For simplicity, we refer to these groups as dosage sensitive and insensitive, respectively.

**Fig. 4:**
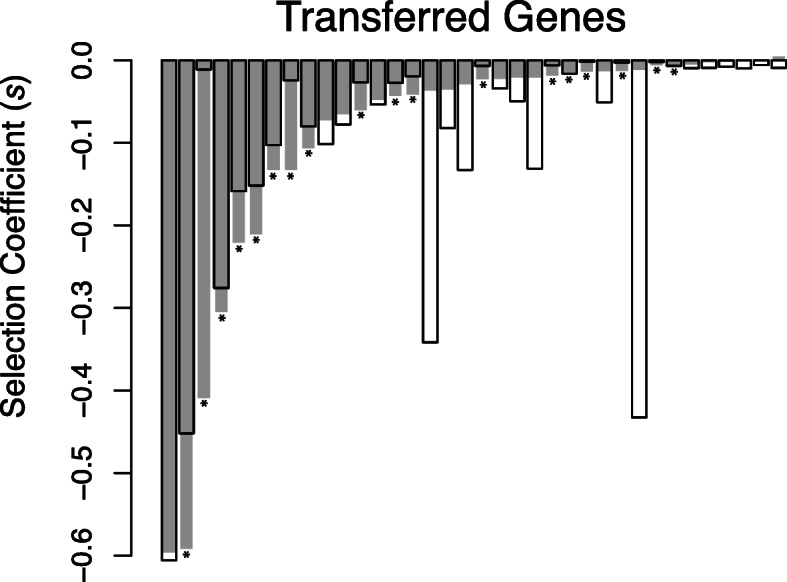
Dosage sensitivity. Selection coefficients of newly transferred and deleterious genes from S. Typhimurium (white bars) expressed in *E. coli* background overlaid with those of their orthologs from *E. coli* (grey bars) expressed in *E. coli* background. On the x-axis genes are sorted according to their selection coefficients for the transfer of *E. coli* orthologs. Genes marked with asterisks show dosage sensitivity, as the fitness cost of the additional copies of an *E. coli* gene is the same or greater than the fitness cost of its *S*. Typhimurium ortholog

For 16 orthologous pairs, the *E. coli* copy was more deleterious than *S.* Typhimurium copy and 2 orthologous pairs had similar fitness effects. Thus 18 out of 36 *S.* Typhimurium genes were dosage sensitive. The remaining 18 genes, where the *S.* Typhimurium copy was significantly more deleterious than the *E. coli* copy, were dosage insensitive (Fig. 4).

We asked whether the previously identified barriers to HGT— functional category, number of PPIs, GC content, codon usage, gene length, and the number of disordered regions — determined the fitness effects of dosage sensitive and dosage insensitive genes independently. For dosage sensitive genes, only gene length (simple linear regression: *p* = 0.002, R^2^ = 0.456) and the number of disordered regions (simple linear regression: *p* = 0.006, R^2^ = 0.391) were significant predictors of fitness (Fig. 5). Surprisingly, these barriers did not predict the fitness effects of dosage insensitive genes (Fig. 5), even though the dosage sensitive and insensitive genes did not differ in terms of their length (Wilcoxon test: *W* = 186, *p* = 0.451, Sup. Figure 6a), the number of disordered regions in their amino-acid sequences (Wilcoxon test: *W* = 145, *p* = 0.602, Sup. Figure 6b), or their level of divergence (Wilcoxon test: *W* = 138.5, *p* = 0.467, Sup. Figure 6c).

**Fig. 5:**
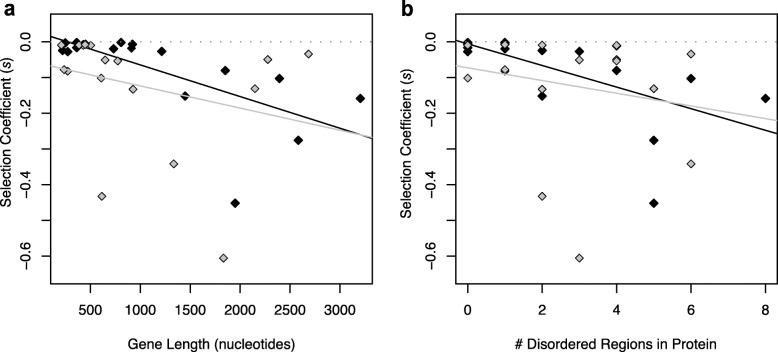
Selection coefficients of 36 newly transferred and deleterious *S*. Typhimurium genes. Genes are plotted against **a**. gene length in nucleotides; **b**. number of disordered regions in their amino-acid sequence. Black data points represent the dosage sensitive genes, and grey data points with black frames represent the dosage insensitive genes. Lines are the simple linear regressions between the two variables with corresponding colors, gray dashed lines show the zero line

We explored if the dosage effect was more likely to appear with greater fold-increase in expression resulting from the second *E. coli* copy of the gene. We used RNA-seq data to estimate the intrinsic expression level of each gene before the second copy is added. 

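The native level of each of the 44 genes was taken as its mean TPM over the 4 libraries, in cells that carried mCherry on the plasmid and so no second copy of any of the genes. The levels ranged from 4.00 to 10405 TPM with a median of 93.2 TPM, and 41 of the 44 genes had at least 10 TPM. The coefficient of variation between libraries had a median of 13.7%. The 3 genes under 10 TPM were fadJ with 4.00 ± 2.23 TPM (SD, n = 4), ibpB with 6.50 ± 2.22 TPM and kdpD with 8.92 ± 0.112 TPM. Between 92 and 270 reads per library lay behind fadJ and between 27 and 59 behind ibpB, and fadJ was the lowest of the 3 in every library, while ibpB lay above kdpD in CFP strain replicate 1 and below it in the other libraries. The highest levels were those of acpP with 10405 ± 2384 TPM, cspE with 5610 ± 644 TPM and rplI with 5200 ± 460 TPM, of which cspE and rplI differed by less than their SD. Across the 44 genes, which are not independent replicates, log10 of the mean TPM had a Pearson's r of 0.999 with log10 of the paper's own TPM in Additional file 1, and all 44 genes lay within 1.5 times of the paper's value. The largest ratio was 1.38, for cspE, to which the paper gives 7758 TPM. Without CFP strain replicate 1, the setting that moved r most among the libraries left out in turn, r was 0.997.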

Interestingly, we observed high fitness costs (*s* < − 0.1) only among those genes in which there was greater than a 10-fold increase in expression (Sup. Figure 7).

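The fold increase was computed as the native TPM plus the mCherry TPM, divided by the native TPM, and set against the paper's selection coefficients of the *E. coli* orthologs. It exceeded 10-fold for 33 of the 44 genes. All 9 orthologs with a selection coefficient under -0.1 were among these 33, and the other 11 genes, with fold increases from 1.33 to 9.81, had selection coefficients between -0.067 and 0.00959. The 9 orthologs and their native levels were glyQ with 255 ± 27.5 TPM (SD, n = 4), leuS with 231 ± 32.0 TPM and a lower level of 184 TPM in CFP strain replicate 1, rne with 189 ± 3.05 TPM, uvrC with 117 ± 12.8 TPM, thiI with 116 ± 5.68 TPM, cspD with 77.9 ± 23.2 TPM, topB with 65.7 ± 7.32 TPM, selB with 36.8 ± 0.672 TPM and malP with 31.7 ± 7.71 TPM. Their fold increases ran from 14.3 for glyQ to 108 for malP. The lowest of the paper's selection coefficients were -0.597 for uvrC, with a fold increase of 29.9, and -0.594 for topB, with a fold increase of 52.7. In the MG1655 assembly ASM584v2, counted without the inserted cassettes, uvrC lies from 1992874 to 1994706, topB from 1844999 to 1846960, glyQ from 3724407 to 3725318 and leuS from 672201 to 674783 on the chromosome. Of the 35 genes with selection coefficients of -0.1 or above, 24 also had a fold increase above 10. The difference between 9 of 9 and 24 of 35 did not pass 0.05 (Fisher's exact test, two-sided, p = 0.0849, adjusted p = 0.340 over a family of 4 relations with Benjamini-Hochberg). With 33 of the 44 genes above 10-fold, 9 of 9 is already the most extreme outcome in this direction. The test therefore could not pass 0.05 in it, and the result does not count against a relation. All 9 stayed above 10-fold with each library left out in turn, with p from 0.0849 to 0.0923. Without CFP strain replicate 1, the mean was 2702 TPM for mCherry and 268 TPM for glyQ, which left glyQ close to the 10-fold limit. With the mCherry TPM divided by the native TPM as the fold increase, 23 of the 35 genes lay above 10-fold and Fisher's exact test gave p = 0.0466. From the absence of high costs below 10-fold, the paper states that high fitness costs were observed only among genes with a greater increase in expression.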

## Discussion

Our understanding of HGT has relied primarily on comparative computational analyses of genomes, which can only study successful transfer events that have gone through the sieve of natural selection. Experimental approaches, which have been rare due to their labour-intensive nature and technological limitations, offer the potential to test the role of a different set of factors that could promote or hinder HGT [16, 40]. We relied on a very precise experimental approach for measuring fitness to better understand the role of different selective factors in HGT, which has allowed us to formulate and test new hypotheses about previously unconsidered barriers to HGT. We performed competition experiments during the exponential phase of growth where the difference in growth rates, which originated from the expression of the horizontally transferred genes, were most pronounced.

We explored the relative importance of several previously hypothesized factors that may affect the probability of an HGT event, by transferring orthologous genes from *S.* Typhimurium into *E. coli*. We wanted to understand the fitness effects of the transferred genes when they are liberated from their regulatory context, meaning they are not under the control of their endogenous promoters anymore. This allowed us to test, within the constraints of our experimental design, the intrinsic fitness costs of each transferred gene. We did not test for the role of expression level or regulatory context, which can alter the fitness effects of transferred genes. It is also possible that the fitness effects of transferred genes might differ if transferred together with their functional partners.

Unlike the mostly neutral effects of transferred DNA fragments of random size, for which the expression state was not known [40], we find that the majority of transferred genes that are expressed in the recipient cell impose a significant fitness cost. Consistent with Hao and Golding [41], our findings suggest that, if expressed, a large fraction of transferred genes would be rapidly eliminated by selection – a likely scenario given the ease of evolving constitutive promoters in bacteria [42]. Yet, despite most transfer events resulting in fitness costs, HGT is still one of the major sources of novel genetic material in microbes [8, 43] . The disparity between this observation and the DFE we report could be reconciled in a couple of ways. Firstly, if the bacterial effective population sizes in nature are smaller than believed, due to spatial structure, recurrent bottlenecks, or recurrent selective sweeps, genetic drift will dominate over selection [7, 44]. Secondly, the ubiquitous mechanisms for gene silencing may also explain this discrepancy as silencing shields the recipient cell from deleterious effects [45]. Thus, deleterious genes may persist long enough to be rescued by beneficial compensatory mutations or a change in the selective environment. Such silencing mechanisms may give enough time for the evolution of more complex regulation of the transferred gene, enabling its conditional expression.

Interestingly, we did not find evidence for many of the previously hypothesized barriers to HGT: functional gene categories, the number of PPIs, GC content, or optimal codon usage [14]. Note that in this study, we opted to measure the fitness effects of a modest number of genes with very high precision. Further studies that extend the number of genes might provide evidence for some of these barriers. In addition, with increased divergence between donor and recipient species, these factors may become increasingly important, and potential new factors might play a previously unappreciated role. In our dataset, the relatively modest differences in codon usage and GC content between *S.* Typhimurium and *E. coli* orthologs may have prevented us from detecting their role as selective barriers to HGT. Nevertheless, among closely related species these intrinsic properties do not appear to be strong selective barriers.

In contrast, computational studies found limited support for dosage sensitivity as a major barrier to HGT, in part because it is difficult to infer dosage from genomic data [37]. Several genes have been identified previously as either dosage sensitive or insensitive through experimental altering of their native expression levels [15, 46]. For instance, Sorek et al. identified dosage sensitivity as a barrier to HGT along with toxicity for a set of nearly lethal but very divergent genes from a variety of bacterial species [16]. Our findings provide further evidence that dosage sensitivity is a general barrier to HGT by focusing on transfer of non-lethal genes between two closely related species.

Divergence between the newly transferred gene and its native counterpart could result in both, dosage sensitive (foreign ortholog is divergent enough that it does not interfere with the original function of the gene anymore) and insensitive (mutations cause a dominant negative effect whereby interfering with the original function of the gene) effects. We did not see a significant difference between the dosage sensitive and insensitive genes in terms of divergence. The dosage sensitivity, however, can also be related to the intrinsic disorder of proteins, which predicts the fitness effects of dosage sensitive, but not of the dosage insensitive genes in our data set. Here we show that gene dosage and regions of protein disorder are significant predictors of the success of HGT, and may arise due to pathological molecular interactions, misfolded toxic configurations, or deleterious aggregates.

Taken together with the disparities in previous reports on the topic, our results show that there might be a broad variety of factors that limit or promote HGT in a context specific manner, especially during the early stages following a transfer event. The immediate (short-term) effect of a transferred gene on host fitness plays a critical role in the long-term success of a horizontal transfer event, but is not the only factor determining the long-term fate of a transferred gene. Our findings suggest that the short-term evolutionary dynamics of HGT and the barriers that determine the early success of a transferred gene might differ from their long-term evolutionary dynamics, emphasizing the need for further experiments to elucidate these differences.

## Methods

### Chromosomal modifications in the recipient strain

To differentiate two cell types, we inserted the fluorescent markers *cfp* and *yfp* under control of the constitutive P_λR_ into the phage p21 attachment site on the *E. coli* MG1655 (DSM18039) chromosome using pAH95 from CRIM system and protocol given previously [47]. Briefly, *E. coli* cells containing pAH121 were electroporated with the pAH95, suspended in SOC without antibiotics, incubated at 37 °C for 1 h and at 42 °C for 30 min to get rid of the pAH121, spread onto LB agar plates with kanamycin 10 μg/mL and incubated over night at 37 °C. Colonies were streak-purified once non-selectively and then tested for antibiotic resistance for stable integration and loss of the pAH121 and by PCR for single integration of the cassette. The insertion is sequence-verified. The *cfp* gene was derived from an *E. coli* strain used in Elowitz et al. [48], and *yfp* gene is the *Venus* gene derived from the pZS123 used in Cox et al. [49] .

We integrated the repressor protein gene *tetR* that suppresses the expression of transferred genes into the phage λ attachment site on the *E. coli* MG1655 att-p21::(CFP/YFP-Kn^R^) chromosome using the plasmids and protocol given previously [50]. pZS4Int plasmid contained *tetR* gene under P_N25_ promoter, spectinomycin resistance gene, and origin of replication pSC101. Briefly, the origin of replication was cut out of the plasmid pZS4Int and the rest of the plasmid was ligated back. *E. coli* cells, containing pLDR8 [51] were then electroporated with this ligated DNA. Cells were incubated first at 42 °C for 2 h to get rid of pLDR8 and then at 37 °C overnight on agar plates supplemented with spectinomycin 50 μg/mL to select resistant clones. Colonies were streak-purified once non-selectively and then tested for antibiotic resistance for stable integration and loss of the pLDR8 and by PCR for single integration of the *tetR* cassette. The insertion is sequence-verified.

### Selection of genes

*S.* Typhimurium and *E. coli* are genetically similar and share ecological environments [52, 53] As we are interested in the role of protein-protein interactions (PPIs) and functional categories, this similarity ensures that the majority of gene products transferred from *S.* Typhimurium are functional and most of their functional partners exist in the *E. coli* genetic background. Although the exact number of interacting partners may differ in *E. coli*, this difference is expected to be minimal. In addition, the two species are sufficiently divergent to allow us to systematically test the effects of several factors of the introduced genes.

More specifically, *Salmonella enterica* serovar Typhimurium LT2 (DSM18522, Genbank AE006468.1) [17] was used as the gene donor. We excluded genes that are known to be mobile genes, such as phage related proteins, transposable elements or insertion sequences, as well as ribosomal and transfer RNAs that are known to be related to the mobile genes. We applied an arbitrary selection method for the 45 genes as follows. We first obtained the information of protein-protein interactions and functional modules for *E. coli* genes from Hu et al. [26]. In that study, genes were grouped into 507 functional modules, largest containing 297 genes and smallest with 2 genes, through a clustering algorithm based on their interaction partners (Additional Data File 1). We only selected genes with interactions validated in that study using LCMS and MALDI after SPA tagging of proteins. Since a random selection of genes with this setting would be biased towards large functional modules, and we expected specific functions of the genes to have an effect on fitness, we ensured that the sampled genes were from different functional modules. In addition, from the estimated number of interaction partners as reported in that same study [26], we ensured that the sampling included the widest possible range of PPIs — we sampled uniformly from a range of 1 to 40 physical PPI. We kept our sampling independent from the information related to the origins of the genes and ended up having 5 genes that are predicted to have been horizontally transferred, 36 as part of the core genome and 3 without known origins (ecogene.org, [54], Sup. Table 2, Additional Data File 1).

### Cloning of selected genes

Selected genes were introduced into the recipient *E. coli* cells by transformation of a modified version of the pZS* class of plasmids [50] Sup. Figure 2). This plasmid is maintained in the recipient cell at 3–4 copies allowing us to keep the expression of the introduced gene at moderate levels. The coding regions of the selected *S.* Typhimurium genes (or their endogenous *E. coli* orthologs) were cloned into the pZS*-HGT plasmids under the control of the inducible promoter P_LtetO-1_ [50]. Each gene was cloned at the *Avr*II site at 5′-end to ensure that start codon was located at the exact position relative to the promoter and ribosomal binding site. We failed to clone one gene (STM4381, *ulaR*, transcriptional repressor for the L-ascorbate utilization divergent operon, 756 bps) out of 45 selected genes, therefore, rest of the analyses were performed on the 44 successfully cloned genes.

The plasmids were then transferred into *E. coli* MG1655 att-λ::(tetR-Sp^R^) att-p21::(CFP/YFP-Kn^R^) cells and successful transformants were selected on LB agar with ampicillin 50 μg/mL. After two rounds of streak purification on ‘rich M9 medium’ (1x M9 salts (Sigma-Aldrich, M6030), 1% CAA (Sigma-Aldrich, A2427), 0.4% glucose, 2 mM MgSO_4_, 0.1 mM CaCl_2_) agar plates with ampicillin 50 μg/mL, single colonies were grown overnight in liquid rich M9 medium with ampicillin 50 μg/mL and stored at − 80 °C. All the cloned genes are sequence-verified.

Same modified version of the pZS* backbone was used for the experiments of 44 *E. coli* orthologs in the *E. coli* background (DNA synthesized and cloned into our pZS* backbone by Epoch Life Science Inc., Sugar Land, Texas, USA).

### Competition assays

We performed competition assays using *E. coli* MG1655 att-λ::(tetR-Sp^R^) att-p21::(CFP/YFP-Kn^R^) strains, CFP strain carrying the plasmid pZS*-HGT with the transferred gene (referred to as the ‘mutant’ in this study) while the YFP strain carrying the same plasmid without an insert (referred to as the ‘wild type’ in this study). In total 32 replicate competitions were performed across 4 different days for each gene.

All competition assays were done in ‘rich M9 medium’ with ampicillin 50 μg/mL. We determined the inducer concentration as 5 ng/mL anhydrotetracycline (ATC, Sigma-Aldrich, 37,919) with a titration assay. For each competition assay, first day, frozen stocks were streaked on rich M9 agar plates. Second day, a colony was picked and grown in rich M9 medium for 16 h. Third day, overnight cultures were diluted 1000x and grown initially for 60 min, followed by the addition of 5 ng/mL ATC to initiate the induction of inserted genes, and then grown for another 60 min, until OD ≃ 0.12. Then the two cell types (wild type and mutant) were mixed at equal ratios and competed with each other for 120 min (~ 3 generations) in 96-well plates. An initial sample (t_0_) was taken at the beginning of the competition and three more samples (t_1_, t_2_, t_3_) were taken every 40 mins ~ each generation. Mutant to wild type ratio was determined by counting 50,000 cells at each sampling with BD FACSCanto II flow cytometer. Using these four ratios, the fitness costs of genes (*s*) were estimated using the regression model ln (1 + *s*) = (ln R_t_ – lnR_0_)/t, where R is the ratio of mutant to wild type and t is the number of generations [18].

By conducting competition assays during the exponential phase of growth and using time-series data, we were able to detect very small differences in selection coefficients, avoiding random fluctuations that occur during the lag and stationary phases. We performed a post-hoc power analysis to test the difference between two independent 30 replicates of selection coefficients using a two-tailed test, power of 0.80, alpha of 0.01 and obtained ∆s ≈ 0.005 as the potential effect size of our measurements (Sup. Figure 3). The standard deviation of this test is calculated as the average standard deviation observed during the selection coefficient calculations of all genes (including the within plate control competitions) performed in this study.

#### Accounting for the fitness effects of fluorescent markers

As we wished to control for any fitness differences that might be the result of introducing two different fluorescent markers, we compared the fitness of the two ‘wild type’ strains, i.e., strains carrying *cfp* vs *yfp* (both with empty pZS*-HGT plasmids) using the competition assay protocol described in the Methods section. We detected a small but significant difference between the fitness of CFP strain and YFP strain (*s*_CFP > YFP_ = 0.004, SD = 0.010, *t*_*(314)*_ = 7.118, *p* < 0.001). Therefore, we accounted for this difference in the estimation of selection coefficients of introduced genes during the competition assays. We did that by running a set of competitions between these two ‘wild type’ cells during every competition assay in parallel as a control. Since we did the competition assays in the deterministic phase of the growth under pure haploid selection, this difference in the fitness costs of different fluorescent markers is a constant that we subtracted from the estimated selection coefficient of transferred gene. Such that, each estimation of selection coefficient was corrected for with the fitness difference of the two ‘wild types’ in the control wells of corresponding experiments.

To determine whether the introduced genes might show different fitness effects on the different fluorescent backgrounds (CFP strain and YFP strain) we did a reciprocal introduction by cloning a subset of 8 randomly selected genes out of our 44 *S.* Typhimurium genes into the YFP strain and repeated the competition assays. The regression between the selection coefficients of genes (mean of 32 replicates) in CFP strain and YFP strain was highly significant (*F*_*1,6*_ = 117, *p* < 0.001, R^2^ = 0.943, slope = 1.007), indicating different fluorescent backgrounds do not interact with this subset of genes, and all measured effects are solely due to the introduced genes.

### RNA-seq: sample preparation

To estimate the expression level of transferred genes in our experiment, we cloned the *mCherry* gene into an empty pZS*-HGT plasmid under the hybrid promoter P_LtetO-_1 as an expression control and used RNA-seq to measure the expression level of *mCherry* gene. Cultures grown overnight in rich M9 medium were diluted 1000x and handled under the same conditions as the competition assays described above. When the OD of the cultures reached to ~ 0.12, growth was stopped by adding Qiagen RNA protect Bacteria Reagent (cat no. 76506) to 20 mL cultures (~ 6 × 10^8^ cells). Total RNA was purified with Qiagen Rneasy Mini Kit (cat no. 74104). Quality and integrity of the total RNA samples were checked in Agilent 2100 Bioanalyzer and Agilent RNA 6000 Nano Kit (reorder number 5067–1511). The experiment was performed as 3 biological replicates. Library preparation (RiboZero, NEB), further quality checks and next-generation sequencing (HiSeq2500-v4, SR100 mode) were performed at the VBCF NGS Unit (www.vbcf.ac.at).

### RNA-seq: data processing

Sequence reads with an average read quality of > = 34 were retained for further analysis. After quality controls, fastq files were mapped against the *E. coli* MG1655 genome (Genbank U00096.3) using the Bowtie2 aligner using default settings in RSEM [55]. The reference genome was modified in silico to contain the chromosomal modifications of *tetR* and fluorescent protein gene cassettes. 

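The transcripts of the cassettes identify the strain of each library. The CFP gene had 9162 and 11336 TPM in CFP strain replicates 1 and 2, from 103442 and 130435 reads. In the Venus strain it had 10.6 TPM from 117 reads in replicate 1 and 3.29 TPM from 37 reads in replicate 2. The Venus gene had 3944 and 4256 TPM in Venus strain replicates 1 and 2, and 2 reads in each library of the CFP strain. Against the limit of 3 reads, the Venus gene was at least 14843-fold higher in the Venus strain. The repressor gene tetR had 2443 ± 216 TPM (SD, n = 4).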

Expected counts were calculated by using the defaults in RSEM [56]. After between-sample normalization of the counts with the DESeq package of the R statistical software [57], TPM (transcript per million) values for each gene were calculated and used in further analyses [56] (Additional Data File 1).

RNA-seq data have also served to inspect whether all of the listed interaction partners of the 44 selected genes were expressed under our experimental conditions. After obtaining the expression levels for the whole transcriptome, to determine whether a gene is expressed or not, we needed a threshold level of expression below which a gene would have been eliminated from further analyses. To this end, we inspected the expression levels of genes that are known as being repressed under our experimental conditions, i.e., lactose operon and arabinose regulon genes. 

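The TPM of 12 genes was looked up in the 4 libraries, namely lacZ, lacY and lacA of the lactose operon and araA, araB, araC, araD, araE, araF, araG, araH and araJ of the arabinose regulon. The lactose operon lies on the chromosome between 361249 and 366305 of the MG1655 assembly ASM584v2, counted without the inserted cassettes. Mean levels ran from 0.658 ± 0.348 TPM (SD, n = 4) for lacY, 0.734 ± 0.0112 TPM for araD and 0.863 ± 0.191 TPM for araB to 6.64 ± 0.526 TPM for araC, 7.53 ± 2.04 TPM for araE and 9.75 ± 4.18 TPM for araJ. The lowest levels rest on few reads. There were 21, 7, 8 and 19 reads of lacY in CFP strain replicates 1 and 2 and Venus strain replicates 1 and 2, and 8 reads of araD in every library, so lacY, araD and araB cannot be ranked at this depth. Of the 12 genes, araJ with 15.6 TPM and araE with 10.6 TPM exceeded 10 TPM in one library, CFP strain replicate 1, and neither did so in another library. Without that library the highest mean was 7.78 TPM. It was 10.5 TPM without CFP strain replicate 2, 10.9 TPM without Venus strain replicate 1 and 9.77 TPM without Venus strain replicate 2. The result moved most with the neighbouring genes lacI and ygeA added, since lacI, the gene of the lactose repressor, had 21.6 ± 4.33 TPM and ygeA 14.6 ± 3.44 TPM.

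**Figure D2:**
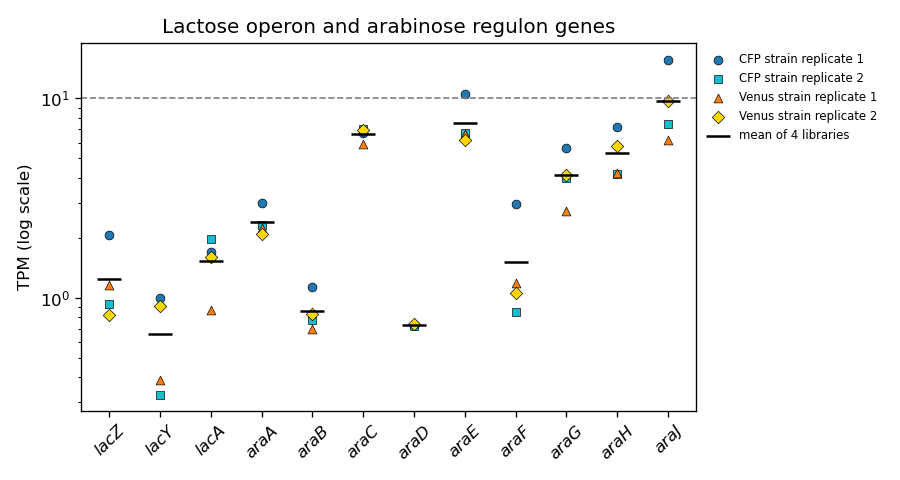
TPM on a log scale of the 12 lactose operon and arabinose regulon genes in each of the 4 libraries (symbols) with the mean (black bars) and the threshold of 10 TPM (dashed line). All means lie below the line, and the only symbols above it are araE and araJ in CFP strain replicate 1.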

Expression level of these genes ranged from 0.5–10 TPM in our RNA-seq data. Based on this observation and previous similar studies, we set a threshold value of TPM ≥ 10 when counting a PPI partner as expressed [58].

To confirm the reproducibility of our RNA-seq based transcriptomic data, we have performed 3 biological replicates. 

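Pearson's r of TPM was calculated across the 2826 genes with a mean of at least 10 TPM for each of the 6 pairs of libraries. It was 0.993 between CFP strain replicate 2 and Venus strain replicate 1, 0.989 between CFP strain replicate 2 and Venus strain replicate 2, and 0.995 between the Venus strain replicates. CFP strain replicate 1 had an r of 0.844 with CFP strain replicate 2, 0.826 with Venus strain replicate 1 and 0.809 with Venus strain replicate 2. Genes are not independent replicates, so no p-value is given. The lowest r of the 6 pairs was 0.859 on log2(TPM + 1), where the 3 pairs without CFP strain replicate 1 had r between 0.974 and 0.989. It was 0.835 as Spearman's rho. The setting that moved the lowest r most was leaving out CFP strain replicate 1, which raised it from 0.809 to 0.989.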

Correlation coefficients calculated for the expression values of the genes above the TPM_10 threshold between replicates were ≥ 0.99 for all combinations.

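The expression control mCherry had a mean of 3392 ± 1387 TPM (SD, n = 4), from 61986 reads in CFP strain replicate 1, 30669 in CFP strain replicate 2, 28676 in Venus strain replicate 1 and 32520 in Venus strain replicate 2. The CFP strain libraries averaged 4058 TPM and the Venus strain libraries 2726 TPM. That gap rests on CFP strain replicate 1, since CFP strain replicate 2, with 2653 TPM, lay between the Venus strain libraries, with 2574 and 2879 TPM. Without CFP strain replicate 1, the mean was 2702 TPM. Rescaling each library without its non-coding RNA genes raised the mean to 3955 TPM.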

With this RNA-seq analysis we also identified the expression levels of the transferred genes by inserting mCherry gene under the control of the pLtet0–1 promoter and found that the transferred genes were highly expressed – within the top 0.5% of expressed genes (~ 3300 TPM).

### Testing the protein expression with fusion-GFP

To confirm the translational expression of transferred genes in our experiments, we prepared GFP fusion protein cloned at the 3′-end of the genes. We randomly chose a subset of genes, and on each of the corresponding plasmids (pZS*-HGT) we first removed the stop codons of the transferred genes, added a GGSGGS linker and the *GFP* gene without its start codon. In this setting, level of GFP expression indicates the expression level of the transferred genes. Cultures grown overnight in rich M9 medium were diluted 1000x and handled under the same conditions as the competition assays described above. One h after adding the inducer (5 ng/mL ATC), OD_600_ and GFP_540_ emissions were measured using 96 well plate reader, and GFP_540_ readings were normalized with the corresponding OD_600_ readings (Sup. Figure 1).

### Statistical analysis

To determine whether the fitness effects of genes were significantly different from zero or not, one-sample t-tests were done for the 32 replicates of each gene, with one-tailed (μ_0_ > 0 for beneficial, μ_0_ < 0 for deleterious genes) or two-tailed (μ_0_ = 0 for neutral genes) settings. α = 0.05 was used as the significance level after Benjamini and Hochberg false discovery rate (BH-FDR) corrections for multiple testing [59] (Fig. 1). The data for all 32 replicates of 44 orthologous genes of *S.* Typhimurium and *E. coli* are given in Additional Data File 2.

After dividing the 44 orthologous genes from *S.* Typhimurium to *E. coli* into two groups according to their functional categories, one-sided Wilcoxon rank sum test (Mann-Whitney U test) was used to decide if the fitness effects of the informational genes were less than that of the operational genes. Similarly, Levene’s test was used to decide if the variance of the distribution of fitness effects of the informational genes was less than that of the operational genes*.* Analyses were done on the mean selection coefficients of genes for the 32 replicate measurements (Additional Data File 1, Fig. 3a). Note that, in the experiments in which we transferred the *E. coli* orthologs into the *E. coli* background, there is a significant difference in the means and variances of fitness effects between informational and operational genes (Wilcoxon rank sum test: median *s*_*Info*_ = − 0.039, median *s*_*Oper*_ = − 0.015, *W* = 158, *p* = 0.045, and Levene’s test: $$ {\sigma}_{Info}^2 $$ =0.033, $$ {\sigma}_{Oper}^2 $$ =0.001, *F*_*1,41*_ = 5.335, *p* = 0.026, respectively).

We investigated a number of intrinsic genetic properties —Protein-protein interaction level (explained under ‘selection of genes’ section), GC content, codon usage, gene length, and disordered amino acid regions. GC content was calculated as the absolute deviation between the introduced *S.* Typhimurium gene and the *E. coli* ortholog. Codon usage was calculated as the absolute deviation of the frequency of optimal (F_OP_) usage in the introduced *S.* Typhimurium sequence using the *E. coli* F_OP_. Gene length was quantified as the number of base pairs from the start to stop codon of the *S.* Typhimurium gene (i.e., cds).

We used the web service GlobPlot (http://globplot.embl.de) to identify the number of disordered regions within the protein sequences of the transferred genes from both donors [36]. GlobPlot is a CGI (common gateway interface) for exploring disorder and globular segments. The user can paste a sequence and then the GlobPlot server displays any obtained domain predictions as colored boxes layered on a graph. Residue ranges for found disordered segments and globular regions are shown at the bottom of the output page.

To investigate the effect of these intrinsic factors we employed multiple linear regression. After investigating interactions and more complicated models, we used the following model: ‘*S.* Typhimurium selection coefficients’ ~ ‘Functional Category (as dummy variable)’ + ‘Protein-protein interaction level’ + ‘Deviation in GC% between orthologs’ + ‘Deviation in codon usage between orthologs’ + ‘Gene length in nucleotides’. The analysis was done on the mean selection coefficients of genes for the 32 replicate measurements (Fig. 3a, b, c, d, Sup. Table 3). Extended tables with all the relevant information are attached in Sup. Table 1 and 2, and Additional Data File 1. As gene length was the only factor with a significant effect in this multiple regression analysis, a simple regression between gene length and *S.* Typhimurium selection coefficients was performed separately (Fig. 3e). Additional simple linear regression was performed between ‘*S.* Typhimurium selection coefficients’ and ‘the number of disordered regions in their amino-acid sequence’ (Fig. 3f).

After dividing the 44 orthologous genes from *S.* Typhimurium to *E. coli* into two groups — 18 genes where dosage is the dominant factor and the remaining 18 genes where it is not, simply by comparing 32 replicates of *S.* Typhimurium selection coefficients to *E. coli* selection coefficients for each ortholog pairs using one-sided t-tests — we performed simple linear regression analyses for the rest of the intrinsic genetic properties (protein-protein interaction level, GC content, codon usage, gene length, and disordered regions in amino-acid sequence) on these two groups separately (Fig. 5). Additional two-sided Wilcoxon rank sum tests (Mann-Whitney U test) were performed to test if these two categories of genes are different in their mean gene length, mean number of disordered regions in amino-acid sequence, and level of divergence (Sup. Figure 6). A final simple linear regression was performed to see the relationship between gene length and the number of disordered regions in amino-acid sequence of *S*. Typhimurium genes (Sup. Figure 4).

All the statistical analyses were done using the R software package (version 3.1.1).

## Supplementary information

**Additional file 1.** An extended table with all the relevant information on the transferred genes.

**Additional file 2.** The selection coefficients data calculated from flow cytometry outputs for all 32 replicates of 44 orthologous genes of S. Typhimurium and *E. coli*.

**Additional file 3.** Supplementary figures and tables that accompany the paper.

## Data Availability

Authors confirm that all relevant data are included in the article and/or its supplementary information files. Furthermore, the RNA-seq data is available in the GEO repository with GEO accession number GSE148719, [www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148719].

## Abbreviations

HGT: Horizontal gene transfer
DFE: Distribution of fitness effects
PPI: Protein-protein interactions
CFP: Cyan fluorescent protein
YFP: Yellow fluorescent protein
*s*: Selection coefficient

# Supplementary material for: Experimental determination of evolutionary barriers to horizontal gene transfer
**Source:** BMC Microbiol. 2020 Oct 28;20:326. doi: 10.1186/s12866-020-01983-5
**Supplement:** Supplementary file 3 — Additional file 3. Supplementary figures and tables that accompany the paper.

Supplementary Materials

###

###

***Sup. Fig. 1.*** *Verifying the expression of a subset of transferred genes at the level of translation. We cloned the GFP gene at the end of the transferred gene as translational fusions. In this setting, level of GFP expression indicates the expression level of the transferred genes. Cultures grown overnight in rich M9 medium were diluted 1000x and handled under the same conditions as the competition assays. One hour after adding the inducer (5ng/mL ATC), OD_600_ and GFP_540_ emissions were measured, and GFP_540_ readings were normalized with the corresponding OD_600_ readings, given here as the Fusion GFP expression. Background is the normalized GFP expression of the E. coli MG1655 att-λ::(tetR-Sp^R^) att-p21::(CFP-Kn^R^) recipient strain carrying the empty plasmid. Error bars represent SD of four replica experiments.*

**Sup. Fig. 2**. Diagram of the expression plasmid used in this study, modified from Lutz and Bujard (1997). The gene of interest is cloned between the restriction enzyme sites AvrII and PstI/HindIII. The empty plasmid contained only the ribosomal binding site and restriction enzymes sites between the P_LtetO-1_ promoter and the terminator T1. Amp^R^ is the resistance gene for ampicillin. The terminators T1 of the rrnB operon and t_0_ of phage lambda.

**Sup. Fig. 3.** Post-hoc power analysis performed to estimate the sensitivity of our selection coefficients (s) measurements during competition assays. ∆s ≈ 0.005 as the potential effect size of our measurements is calculated for α=0.01, β=0.80 and sd=0.008, two-tailed test. The standard deviation of this test is calculated as the average standard deviation observed during the selection coefficient calculations of all genes (including the within plate control competitions) performed in this study.

**Sup. Fig. 4**. Number of disordered regions in the amino-acid sequences of newly transferred 44 S. Typhimurium genes plotted against gene length (nucleotides). Using simple linear regression, the relationship is significant with p<0.001 (see Methods section – Statistical analyses).

***Sup. Fig. 5.*** *DFE of newly transferred 44 E. coli orthologs expressed in E. coli. On the x-axis, genes are sorted by their fitness effects (s). Error bars indicate the 95% CI of the selection coefficients from 32 replicate measurements for each gene. Empty circles represent the 2 genes with effects not significantly different from zero. Embedded plot gives the histogram representation of the same data*.

**Sup. Fig. 6**. Comparison of 36 newly transferred and deleterious S. Typhimurium genes grouped as dosage sensitive and insensitive. Dosage sensitive and insensitive genes do not differ **a.** in their mean gene length; **b.** in the mean number of disordered regions in their amino-acid sequences; and **c.** in their level of divergence.

**Sup. Fig. 7**. Selection coefficients of transferred E. coli orthologs are plotted against the fold change in their expression levels resulting from the induction of the expression plasmid during the competition assays. Horizontal red line marks the selection coefficients at s = – 0.1, and vertical red line marks the 10-fold increase in the expression of transferred genes compared to their endogenous expression under the experimental conditions, calculated using TPM data obtained through RNA-seq. Fitness effect of a transferred gene was highly deleterious only if its expression increased more than 10-fold. **Sup. Table 1.** Selection coefficients of all 44 S. Typhimurium and E. coli orthologs expressed in E. coli, sorted according to the selection coefficients of S. Typhimurium orthologs.

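Across the 44 genes, which are not independent replicates, the fold increase had a Spearman's rho of -0.170 with the paper's *E. coli* selection coefficients (permutation test, two-sided, p = 0.271, adjusted p = 0.402 over the family of 4 relations). Pearson's r on log10 of the fold increase was -0.0475 (permutation p = 0.762). Without the genes whose native TPM lay above the mCherry TPM, 40 genes were left and rho was -0.0373 (permutation p = 0.820), while Pearson's r changed sign to 0.0388 (permutation p = 0.811). The 33 genes above 10-fold had selection coefficients from -0.597 to -0.000452 with a median of -0.0246, and the 11 others had a median of -0.00369.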

| **Gene Name** | **STM**  **Gene ID** | **STM**  **Sel.Coef.** | **p-value** | **ECO**  **Gene ID** | **ECO**  **Sel.Coef.** |
| --- | --- | --- | --- | --- | --- |
| *lpxD* | STM0226 | 0.00921 | **<.001** | b0179 | 0.00959 |
| *ybhK* | STM0801 | 0.00896 | **<.001** | b0780 | -0.03490 |
| *hfq* | STM4361 | 0.00285 | **.002** | b4172 | 0.00336 |
| *infC* | STM1334 | 0.00125 | .074 | b1718 | 0.00266 |
| *pnp* | STM3282 | 0.00037 | .719 | b3164 | -0.03917 |
| *rlmL* | STM1061 | 0.00035 | .326 | b0948 | -0.00506 |
| *ydiI* | STM1366 | -0.00082 | .102 | b1686 | -0.00670 |
| *sapF* | STM1696 | -0.00181 | **.003** | b1290 | -0.01514 |
| *yacL* | STM0160 | -0.00206 | **.017** | b0119 | -0.00860 |
| *exbB* | STM3159 | -0.00244 | .077 | b3006 | -0.00302 |
| *hybG* | STM3143 | -0.00283 | **.004** | b2990 | -0.01440 |
| *rplI* | STM4394 | -0.00591 | **<.001** | b4203 | -0.00038 |
| *moaE* | STM0806 | -0.00624 | **<.001** | b0785 | -0.02008 |
| *cbpA* | STM1112 | -0.00678 | **<.001** | b1000 | -0.02457 |
| *uspG* | STM0614 | -0.00681 | **<.001** | b0607 | -0.00716 |
| *rimI* | STM4558 | -0.00776 | **<.001** | b4373 | -0.00356 |
| *ridA* | STM4458 | -0.00917 | **<.001** | b4243 | -0.00369 |
| *cspE* | STM0629 | -0.00923 | **<.001** | b0623 | 0.00589 |
| *dps* | STM0831 | -0.00963 | **<.001** | b0812 | -0.00648 |
| *ibpB* | STM3808 | -0.00992 | **<.001** | b3686 | -0.00045 |
| *glyQ* | STM3656 | -0.01117 | **<.001** | b3560 | -0.41062 |
| *yibL* | STM3689 | -0.01623 | **<.001** | b3602 | -0.01602 |
| *dnaQ* | STM0264 | -0.01959 | **<.001** | b0215 | -0.04294 |
| *cspD* | STM0943 | -0.02427 | **<.001** | b0880 | -0.13406 |
| *iscS* | STM2543 | -0.02693 | **<.001** | b2530 | -0.06198 |
| *hupA* | STM4170 | -0.02744 | **<.001** | b4000 | -0.04459 |
| *kdpD* | STM0703 | -0.03411 | **<.001** | b0695 | -0.02397 |
| *clpA* | STM0945 | -0.04958 | **<.001** | b0882 | -0.02243 |
| *yqjI* | STM3215 | -0.05091 | **<.001** | b3071 | -0.01484 |
| *pstB* | STM3854 | -0.05355 | **<.001** | b3725 | -0.04937 |
| *acpP* | STM1196 | -0.07789 | **<.001** | b1094 | -0.06697 |
| *selB* | STM3682 | -0.08022 | **<.001** | b3590 | -0.10939 |
| *hupB* | STM0451 | -0.08211 | **<.001** | b0440 | -0.03703 |
| *lexA* | STM4237 | -0.10157 | **<.001** | b4043 | -0.07425 |
| *malP* | STM3514 | -0.10279 | **<.001** | b3417 | -0.13412 |
| *fadJ* | STM2388 | -0.13126 | **<.001** | b2341 | -0.02219 |
| *yadG* | STM0172 | -0.13294 | **<.001** | b0127 | -0.03153 |
| *thiI* | STM0425 | -0.15182 | **<.001** | b0423 | -0.21239 |
| *rne* | STM1185 | -0.15861 | **<.001** | b1084 | -0.22364 |
| *leuS* | STM0648 | -0.27576 | **<.001** | b0642 | -0.30644 |
| *srmB* | STM2643 | -0.34174 | **<.001** | b2576 | -0.03822 |
| *lolA* | STM0961 | -0.43262 | **<.001** | b0891 | -0.01427 |
| *topB* | STM1298 | -0.45193 | **<.001** | b1763 | -0.59428 |
| *uvrC* | STM1946 | -0.60555 | **<.001** | b1913 | -0.59745 |

*p-values are for the fitness effects of S. Typhimurium orthologs being different from zero. Fields indicated with* ***bold*** *are significant values, α = 0.05 after corrections for multiple testing with BH-FDR method* (59)*.*

**Sup. Table 2.** Data used in the multiple linear regression analysis, related to the transferred S. Typhimurium genes.

| STM  Gene ID | Functional  Category | # PPI | Deviation  %GC | Deviation  F_OP_ | Gene  Length | HT / Core | I/O | Disordered  regions | Dosage |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| STM0160 | Unknown | 33 | 0.001 | 0.058 | 363 | NA | U | 3 | Sensitive |
| STM0172 | Operational | 39 | 0.002 | 0.016 | 927 | HT | O | 5 | Insensitive |
| STM0226 | Operational | 30 | 0.008 | 0.041 | 1026 | Core | O | 2 | - |
| STM0264 | Informational | 12 | 0.010 | 0.020 | 732 | Core | I | 6 | Sensitive |
| STM0425 | Informational | 1 | 0.002 | 0.012 | 1449 | HT | I | 5 | Sensitive |
| STM0451 | Informational | 20 | 0.005 | 0.000 | 273 | Core | I | 8 | Insensitive |
| STM0614 | Operational | 12 | 0.022 | 0.028 | 429 | HT | O | 2 | Sensitive |
| STM0629 | Informational | 31 | 0.002 | 0.071 | 210 | Core | I | 2 | Insensitive |
| STM0648 | Informational | 8 | 0.025 | 0.043 | 2583 | Core | I | 5 | Sensitive |
| STM0703 | Operational | 1 | 0.013 | 0.006 | 2685 | Core | O | 6 | Insensitive |
| STM0801 | Operational | 3 | 0.030 | 0.073 | 909 | Core | O | 0 | - |
| STM0806 | Operational | 0 | 0.043 | 0.033 | 453 | HT | O | 1 | Sensitive |
| STM0831 | Operational | 12 | 0.007 | 0.018 | 504 | Core | O | 4 | Insensitive |
| STM0943 | Informational | 28 | 0.036 | 0.006 | 222 | Core | I | 1 | Sensitive |
| STM0945 | Informational | 31 | 0.016 | 0.037 | 2277 | Core | I | 4 | Insensitive |
| STM0961 | Operational | 1 | 0.005 | 0.017 | 615 | Core | O | 3 | Insensitive |
| STM1061 | Informational | 21 | 0.008 | 0.011 | 2109 | Core | I | 4 | - |
| STM1112 | Informational | 23 | 0.006 | 0.104 | 921 | Core | I | 6 | Sensitive |
| STM1185 | Informational | 35 | 0.028 | 0.063 | 3204 | Core | I | 0 | Sensitive |
| STM1196 | Operational | 20 | 0.002 | 0.000 | 237 | Core | O | 3 | Insensitive |
| STM1298 | Informational | 16 | 0.012 | 0.022 | 1950 | Core | I | 2 | Sensitive |
| STM1334 | Informational | 36 | 0.010 | 0.006 | 543 | Core | I | 1 | - |
| STM1366 | Operational | 25 | 0.052 | 0.022 | 411 | Core | O | 0 | - |
| STM1696 | Operational | 2 | 0.032 | 0.011 | 807 | Core | O | 4 | Sensitive |
| STM1946 | Informational | 21 | 0.017 | 0.008 | 1833 | Core | I | 4 | Insensitive |
| STM2388 | Operational | 3 | 0.017 | 0.045 | 2148 | Core | O | 0 | Insensitive |
| STM2543 | Operational | 5 | 0.016 | 0.064 | 1215 | Core | O | 2 | Sensitive |
| STM2643 | Informational | 31 | 0.004 | 0.027 | 1335 | Core | I | 2 | Insensitive |
| STM3143 | Operational | 7 | 0.006 | 0.048 | 249 | Core | O | 1 | Sensitive |
| STM3159 | Operational | 14 | 0.027 | 0.012 | 735 | Core | O | 0 | - |
| STM3215 | Informational | 14 | 0.001 | 0.031 | 648 | HT | I | 1 | Insensitive |
| STM3282 | Informational | 37 | 0.022 | 0.008 | 2136 | Core | I | 0 | - |
| STM3514 | Operational | 25 | 0.031 | 0.020 | 2394 | Core | O | 1 | Sensitive |
| STM3656 | Informational | 9 | 0.003 | 0.059 | 912 | Core | I | 0 | Sensitive |
| STM3682 | Informational | 29 | 0.008 | 0.039 | 1851 | Core | I | 0 | Sensitive |
| STM3689 | Informational | 24 | 0.001 | 0.058 | 363 | NA | I | 0 | Sensitive |
| STM3808 | Operational | 3 | 0.029 | 0.119 | 429 | NA | O | 1 | Insensitive |
| STM3854 | Operational | 17 | 0.001 | 0.027 | 774 | Core | O | 2 | Insensitive |
| STM4170 | Informational | 34 | 0.006 | 0.011 | 273 | Core | I | 8 | Sensitive |
| STM4237 | Informational | 14 | 0.032 | 0.005 | 609 | Core | I | 5 | Insensitive |
| STM4361 | Informational | 24 | 0.011 | 0.029 | 309 | Core | I | 0 | - |
| STM4394 | Informational | 27 | 0.012 | 0.013 | 450 | Core | I | 2 | Insensitive |
| STM4458 | Operational | 9 | 0.017 | 0.031 | 387 | Core | O | 4 | Insensitive |
| STM4558 | Informational | 12 | 0.027 | 0.027 | 447 | Core | I | 3 | Insensitive |

*The data is curated using Hu et al. (26) for # PPI, EcoGene (ecogene.org,* (54)*) for horizontally transferred or core (HT/Core), Gene Ontology and MultiFun annotations (25) for Informational/Operational (I/O) and Globplot (globplot.embl.de,* (36) *for Disordered regions.*

**Sup. Table 3.** Result of the multiple regression analysis, F_5,37_ = 2.24.

|  | R^2^ | B | SE’B | beta | *p-*value |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| Model | 0.232 | - | - | - | 0.071 |
|  |  |  |  |  |  |
| Intercept |  | -0.136 | 0.070 | - | 0.059 |
|  |  |  |  |  |  |
| Functional Category |  | 0.043 | 0.045 | 0.155 | 0.354 |
|  |  |  |  |  |  |
| Protein Interactions |  | 2.214e^-03^ | 1.874e^-03^ | 0.191 | 0.245 |
|  |  |  |  |  |  |
| Deviation in F_OP_ |  | 1.054 | 0.758 | 0.203 | 0.173 |
|  |  |  |  |  |  |
| Deviation in %GC |  | 1.635 | 1.638 | 0.150 | 0.325 |
|  |  |  |  |  |  |
| Gene Length |  | -6.278e^-05^ | 2.489e^-05^ | -0.370 | 0.016 |

How the deposited data were processed for this re-analysis (not part of the article)

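RNA-seq was measured in 4 libraries of recipient *E. coli* MG1655 with mCherry on the expression plasmid, 2 of the CFP strain and 2 of the Venus (YFP) strain. The paper gives 3 biological replicates and does not name them, so all 4 libraries were used. The competition assays have no libraries, and their selection coefficients, dosage classes and partner counts are the paper's, from Additional file 1.

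The authors kept reads with an average quality of at least 34, mapped them with Bowtie2 in RSEM against U00096.3 with the cassettes added, computed expected counts, normalized them between samples with DESeq, and deposited TPM values with an effective length per gene. The TPM of each library sums to 1000000, so a size factor for a whole library cancels out of it, and the remaining differences in composition between libraries are not adjusted for. A gene that takes a large share of a library lowers the TPM of every other gene in it.

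Of the 4504 listed features, 4487 matched a locus tag of the reference table for the assembly ASM584v2. The 17 others include 7 cassettes. The annotated length exceeded the effective length by 89 for 4206 features, and 145 features have no effective length and are listed at 0 in every library. Copies of insertion sequences share a name, and their identical sequences can split reads, so they are not reported one by one. Coordinates are those of the reference table and do not count the inserted cassettes.

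The number of reads behind each TPM value was worked back from TPM and effective length. In simulated data with known reads, the recovery was exact for 100% of 4359 features. The libraries held 8972958, 9595825, 9204233 and 9285089 reads. Values that rest on 3 reads or fewer are treated as at the limit of detection, and intervals and limits cover counting error only. Every pair of libraries differed by far more than sampling noise. The smallest chi-square per feature was 21.5, between the Venus strain replicates, more than repeated reading of a single library would give by sampling alone. The 4 libraries were kept as separate samples because they are labelled so.

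Named in the text are the genes the paper names with its RNA-seq data, the *E. coli* orthologs with a selection coefficient under -0.1, those of the 44 genes with a native TPM under 10, the 3 highest and 3 lowest of the 44, the 5 genes of highest mean TPM, and, between strains, up to 5 genes in each direction that passed the test with libraries that did not overlap. The lists of genes tested in the closing section are the cold shock, heat shock, FNR-activated, ArcA-repressed and Fur-repressed lists.

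Means and SDs were taken over the 4 libraries. Ranks count all listed features. Correlations between libraries are Pearson's r of TPM over genes with a mean of at least 10 TPM. Relations across the 44 genes were tested with Fisher's exact test or with 100000 random permutations, two-sided, and 4 relations were adjusted together with the Benjamini-Hochberg method. The strains were compared with limma on log2(TPM + 1) with lmFit and eBayes with a trend, for genes with a mean of at least 10 TPM, at an adjusted p of 0.05. Reads were simulated with known changes of 2 on the log2 scale and a dispersion of 0.02. On them limma recovered 100% of 194 changed genes among 2818 tested, with 17 false calls. The 100% belongs to that dispersion and does not give the power in the libraries themselves. There CFP, with a log2 fold change of -10.50, had an adjusted p of 0.0195 from limma. Shares of reads have Wilson intervals at 95%.

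Alternatives were the scaling, the genes ranked, the gene lists, the thresholds, the coefficient and scale of a correlation, the definition of the fold increase, the pseudocount, the filter on TPM, the trend, quantile normalization, median centring, the replicate block, and leaving out each library in turn. An alternative with limma's voom on the recovered reads and a minimum effective length of 100 were added after seeing the data. The other alternatives were set before the data were examined. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1 were used.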

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

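The tests of depth, abundant genes, background, strain label and marker below were chosen after the result was seen. The test of gene length and the gene lists were set before their own values were looked at, although after the library had been seen to stand apart.

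Of 36 named genes compared over the 4 libraries, 6 had one library far from the other 3, where about 1 in 20 is given by chance, and for all 6 that library was CFP strain replicate 1. In it mCherry had 5464 TPM, where the others had between 2574 and 2879 TPM. The gene cspA, of the major cold shock protein, had 93044 TPM against at most 28416 TPM. In the same library araE had 10.6 TPM, araF 2.96 TPM and lacI 28.0 TPM, each above the other libraries, and leuS had 184 TPM, below the 242 to 253 TPM of the others. The cold shock genes cspB, cspG and cspI, which the paper does not discuss and which were chosen after their values were seen, had 11615, 10976 and 605 TPM there, and in the other libraries cspB had at most 372 TPM, cspG at most 394 TPM and cspI at most 5.48 TPM.

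Several technical explanations are argued against by the tables. The library had the fewest reads of the 4, 8972958. These were 0.966 of the median of the other 3, so a marked loss of depth is not seen. A few genes taking most of the counts leave the pattern in place, since without the 10 genes of highest mean TPM the lowest r with another library was 0.855, where the other 3 libraries had at least 0.956 among themselves. Gene length had a Spearman's rho of 0.0328 with the log2 ratio of this library to the others across 2826 genes. An even background, such as genomic DNA, would raise silent genes as much as others, but 276 genes under 1 TPM in the other libraries rose by a median of 0.361 TPM, against a median absolute change of 20.0 TPM over the 2826 genes. That rise is too small to give changes of that size. A small background is not excluded, and it could bear on the genes of lowest level. A swapped strain label is excluded by 2 reads of Venus against 103442 of CFP. The CFP marker would place both CFP strain libraries together, but on log2(TPM + 1) their r was 0.891, while CFP strain replicate 2 had at least 0.974 with the Venus strain libraries.

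What stays open is the state of the culture or its handling. Lists of genes that had not been looked at were set against 10000 random lists matched on mean expression, which describes this library against 3 others and has no replicate check. Genes of a list can share an operon and move together, which the matching did not cover, so extreme percentiles can overstate the evidence. The median log2 ratio over all 2826 genes was 0.26. Of 26 genes activated by FNR, the regulator of growth without oxygen, 19 were lower and the median of -0.98 lay at percentile 0. All 24 tested genes repressed by ArcA, which acts when oxygen is scarce, were higher, with a median of 0.87 at percentile 100. More oxygen in that culture is a candidate explanation that these values fit. Of 21 tested genes repressed by Fur, the iron regulator, 18 were higher, with a median of 1.53 at percentile 100, so less available iron in that culture is another. For cold exposure before the RNA was stabilised, 8 of 11 genes of the cold shock list were higher, with a median of 0.71 at percentile 99.6, but the heat shock list, which should then be low, had a median of 0.11 at percentile 61.4. The data therefore do not decide on the cold. These explanations may hold together, and a difference in growth stage was not tested.

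CFP reads were present in the libraries of the Venus strain, 117 in replicate 1 and 37 in replicate 2, above the limit of 3 reads. They made up 0.267% of CFP and Venus reads in replicate 1 (Wilson interval at 95%, 0.223% to 0.320%) and 0.0773% in replicate 2 (0.0561% to 0.106%). Reads shared between the similar CFP and Venus sequences would give both libraries the same share, and would give CFP strain libraries more than 2 Venus reads, so the values argue against it. Reads or cells carried over from a CFP strain sample could give such shares, and the table of TPM holds nothing that separates them from the library's own reads. No biological explanation was tested.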

How the results depend on the processing

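Across 133 recomputed values, 1 changed direction. Pearson's r of log10 fold increase with the *E. coli* selection coefficients, -0.0475 over 44 genes, was 0.0388 (permutation p = 0.811) without the genes whose native TPM lay above the mCherry TPM, and neither value was told from 0. Its cause was not tested. Most of the others stayed on their side of the threshold or within the spread between libraries.

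The percentile rank of mCherry moved to 2.62% when only genes of at least 10 TPM were ranked, since the same rank is then taken among fewer genes. It stayed from 1.55% to 1.87% across the fits that each left out one library. The highest level of the lactose operon and arabinose regulon genes moved from 9.75 TPM to 21.6 TPM with lacI and ygeA added and to 15.6 TPM for a single library, and lay from 7.78 to 10.9 TPM with each library left out in turn. The number of genes at or above 10 TPM, 2826, became 1492 at 50 TPM and 942 at 100 TPM, as a higher threshold must give.

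The lowest correlation between libraries depended on one library. It was 0.989 without CFP strain replicate 1 and from 0.809 to 0.826 without any of the others. It was 0.859 on log2(TPM + 1), 0.835 as Spearman's rho, 0.810 over all listed genes and 0.855 without the 10 genes of highest mean TPM.

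Fisher's exact test of high cost against a fold increase above 10 passed 0.05 with the fold increase taken as mCherry over native TPM, with p = 0.0466 and the same 9 genes above 10-fold, because 1 gene fewer among the others lay above the limit. Under a cost threshold of -0.05, 11 of 12 genes lay above 10-fold (Fisher's exact test, p = 0.240). Over these alternatives and the libraries left out, the unadjusted p ranged from 0.0466 to 0.240.

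The comparison of the strains called 2 genes in limma, CFP and venus, with the pseudocount, trend, normalization, voom and effective length alternatives, and a minimum mean of 50 TPM. Without a filter on TPM, it called venus and ylcG, and CFP had an adjusted p of 0.308, against 3.71e-05 to 0.0472 under the other limma alternatives. The gene ylcG was chosen after its values were seen and rests on 1 read in each Venus strain library, which gives its spread almost no size. The log2 fold change of CFP was between -11.21 and -9.79 with each library left out in turn, and the range follows its 117 and 37 reads in the Venus strain libraries, whose shares of the marker reads differed beyond counting error.

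With the replicate number as a block, the same 2 genes were called. The numbers have no stated pairing, and with 2 pairs the correlation of the deviations of replicate 1 between the strains, 0.152 across 2826 genes, does not establish one.

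The fold increase as mCherry over native TPM cannot change a rank correlation, and rescaling to 1000000 TPM changed nothing, since the values already had that sum. These settings say nothing about stability. Depth limits the lowest levels, where 8 reads of araD or 7 of lacY decide a value.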

Differences from the paper's values

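The paper places mCherry within the top 0.5% of genes, and here its mean ranked 1.64% from the top. None of the alternatives set before the data were examined closed the gap. They gave from 1.55% to 2.62%, and the nearest single library, CFP strain replicate 1, lay at 0.755%.

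The paper gives correlation coefficients between replicates of at least 0.99, and here the lowest of the 6 pairs of libraries was 0.809. Of the alternatives set before the data were examined, leaving out CFP strain replicate 1 gave 0.989, which lies within the spread between pairs of the paper's 0.99. The others did not close the gap. They gave 0.859 on log2(TPM + 1), 0.835 as Spearman's rho, 0.810 over all listed genes, 0.855 without the 10 genes of highest mean TPM, and 0.809 to 0.826 without any other library.

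The paper gives a range for the lactose operon and arabinose regulon genes that the 12 means over the 4 libraries do not exceed. The mean of araJ passed its upper end without CFP strain replicate 2 (10.5 TPM) and without Venus strain replicate 1 (10.9 TPM). It stayed below without CFP strain replicate 1 (7.78 TPM) and without Venus strain replicate 2 (9.77 TPM). In CFP strain replicate 1, araJ had 15.6 TPM and araE 10.6 TPM, above the upper end of that range, and lacY had 0.328 TPM in CFP strain replicate 2 and 0.389 TPM in Venus strain replicate 1, below its lower end, from 7 and 8 reads.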

Other observations

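The tests of the dosage classes, of the *S*. Typhimurium selection coefficients and of the share of genes above 10-fold were set before their results were seen. The comparison with the paper's TPM was made afterwards.

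Of 2826 genes compared between the CFP strain and the Venus strain with limma on log2(TPM + 1), 2 passed an adjusted p of 0.05, and these were the marker genes themselves. CFP had a log2 fold change of -10.50 (standard error 0.52, adjusted p = 0.0195 from limma with Benjamini-Hochberg adjustment) and was higher in both CFP strain libraries, and venus had an adjusted p of 0.000198 from limma and was higher in both Venus strain libraries. Beyond the markers, no gene passed. An unadjusted p under 0.05 from limma was found for 87 of the 2826 genes, markers included. That is fewer than a limit of 0.05 gives on average where no gene differs. With 2 libraries of each strain, other differences between the strains could remain unseen.

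The first hypothesis was that genes with low native expression are more often dosage sensitive. The median log10 of native TPM differed by -0.137 between the 18 dosage sensitive and the 18 insensitive genes, which did not pass (permutation test, two-sided, p = 0.505, adjusted p = 0.505 over 4 relations). The difference was between -0.167 and -0.068 with each library left out in turn, and -0.068 without CFP strain replicate 1.

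The second hypothesis was that the *S*. Typhimurium orthologs of lowly expressed genes cost more. Native TPM had a Spearman's rho of 0.160 with the paper's *S*. Typhimurium selection coefficients across 44 genes, which are not independent replicates (permutation test, two-sided, p = 0.301, adjusted p = 0.402), and Pearson's r on log10 of TPM was 0.131 (permutation p = 0.400). Given gene length, the partial rho was 0.0447 (permutation p = 0.771). Neither hypothesis was supported by a test past 0.05, and with this number of genes a weak relation could remain unseen.

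All 9 orthologs of high cost lay above 10-fold, and so did 24 of the other 35. A candidate explanation is that most genes pass the limit in any case. Fisher's exact test (two-sided, p = 0.0849) cannot decide on it, since 9 of 9 is already the most extreme outcome in this direction. The absence of high costs among the 11 genes at or below 10-fold may still be a matter of their small number.

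The paper's TPM of the 44 genes was fitted as a weighted sum of the 4 libraries, with weights not below 0 and relative errors. The weights were 0.321 for CFP strain replicate 1 (0.280 to 0.356 over 1000 resamplings of the genes), 0.324 for CFP strain replicate 2 (0.179 to 0.383), 0.0114 for Venus strain replicate 1 (0 to 0.212) and 0.331 for Venus strain replicate 2 (0.197 to 0.428). Equal weights of all but Venus strain replicate 1 come near these weights, but at most 6 of the 44 genes lay within 1% of the mean over any 3 libraries. The mean without Venus strain replicate 1 had a median gap of 2.89% from the paper's TPM and the mean of all 4 libraries one of 3.21%. The mean of mCherry without Venus strain replicate 1 was 3665 TPM, against the paper's 3300 TPM, and r between CFP strain replicate 1 and the others stays below the paper's. The mean without CFP strain replicate 1, the setting under which the lowest correlation between libraries was 0.989, had the largest median gap of the means over 3 libraries, 8.86%, and mCherry at 2702 TPM, so the paper's TPM of these genes speaks against that set. For some genes the paper's TPM lay outside the range of all 4 libraries. For cspE it was 7758 TPM, where the highest library had 6419 TPM. For ydiI it was 56.1 TPM, where the lowest library had 56.8 TPM. No mean over the deposited values can give these, so no set of 3 yields the paper's TPM exactly. Which libraries lay behind the paper's TPM is not settled by these values.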
